# Transcriptome Sequencing and Comparative Analysis of *Saccharina japonica* (Laminariales, Phaeophyceae) under Blue Light Induction

**DOI:** 10.1371/journal.pone.0039704

**Published:** 2012-06-27

**Authors:** Yunyan Deng, Jianting Yao, Xiuliang Wang, Hui Guo, Delin Duan

## Abstract

**Background:**

Light has significant effect on the growth and development of *Saccharina japonica*, but there are limited reports on blue light mediated physiological responses and molecular mechanism. In this study, high-throughput paired-end RNA-sequencing (RNA-Seq) technology was applied to transcriptomes of *S. japonica* exposed to blue light and darkness, respectively. Comparative analysis of gene expression was designed to correlate the effect of blue light and physiological mechanisms on the molecular level.

**Principal Findings:**

RNA-seq analysis yielded 70,497 non-redundant unigenes with an average length of 538 bp. 28,358 (40.2%) functional transcripts encoding regions were identified. Annotation through Swissprot, Nr, GO, KEGG, and COG databases showed 25,924 unigenes compared well (E-value <10^−5^) with known gene sequences, and 43 unigenes were putative BL photoreceptor. 10,440 unigenes were classified into Gene Ontology, and 8,476 unigenes were involved in 114 known pathways. Based on RPKM values, 11,660 (16.5%) differentially expressed unigenes were detected between blue light and dark exposed treatments, including 7,808 upregulated and 3,852 downregulated unigenes, suggesting *S. japonica* had undergone extensive transcriptome re-orchestration during BL exposure. The BL-specific responsive genes were indentified to function in processes of circadian rhythm, flavonoid biosynthesis, photoreactivation and photomorphogenesis.

**Significance:**

Transcriptome profiling of *S. japonica* provides clues to potential genes identification and future functional genomics study. The global survey of expression changes under blue light will enhance our understanding of molecular mechanisms underlying blue light induced responses in lower plants as well as facilitate future blue light photoreceptor identification and specific responsive pathways analysis.

## Introduction

Light is a crucial environmental factor for growth and development of photosynthetic eukaryotes. Plants deploy sensory photoreceptors that assess and adapt to the quality and quantity of light fluctuations [1], [2]. Until now, known photoreceptor classes are the UVB photoreceptors [3], [4]; the red/far-red reversible photoreceptors, phytochromes PhyA-PhyE [5]; three blue UVA photoreceptor classes: cryptochromes (CRY1, CRY2 and CRY3) [6], [7], phototropins (PHOT1 and PHOT2) [8], aureochromes (AUREO1 and AUREO2) [9], [10]. Blue light (BL) photoreceptors govern cellular responses such as photoreactivation, plant development and circadian photoentrainment in bacteria, plants and animals [11]. In marine environment, BL is predominant because shorter and longer light wavelengths could not penetrate sea water mass [12]. There are many reports on BL mediated physiological responses in land plants [13], [14], but records on BL regulation of morphogenesis and life history in algae are few and only limited to documents of *Vaucheria* [15], [16], [17], [18], [19] and some brown algae [20], [21], [22].

*Saccharina japonica* (Areschoug) Lane, Mayes, Druehl and Saunders, is one of important commercial seaweed that naturally inhabits sublittoral zones where BL is predominant [23], [24]. Previous reports show BL stimulates *Saccharina* gametophyte growth and sporophyte reproduction [25], [26], [27], [28], [29], [30]. It is implied that BL photoreceptor is involved in the kelp growth and development [27], and hints that prevalent existence of BL photoreceptor in the stramenopiles, which including the Phaeophyceae, Xanthophyceae, Bacillariophyceae, Chrysophyceae and Raphidophyceae. In terms of phylogenetics, stramenopiles differ from green plants and possess new type of BL receptor. Recently the new type of BL receptor, AUREOs, is discovered in photosynthetic stramenopile members *Vaucheria frigida* (Xanthophyceae) and *Fucus distichus* (Phaeophyceae) [9], [10], and the conserved motifs of AUREOs are regarded as common and specific function of BL receptor in all stramenopiles [10]. Although BL-mediated physiological responses and morphogenesis changes have been observed in *Saccharina* [31], [32], the behavior of the BL receptor gene and its transcription analysis are far from understanding, especially our knowledge to *Saccharina* genome is limited.

High-throughput RNA-sequencing (RNA-Seq) provides new strategies for analyzing functional complexity of transcriptomes [33], [34], [35]. So far, it has been used to interrogate eukaryotic transcriptomes of yeast [36], [37], [38], mice [34], [39], humans [40], [41], [42], *Arabidopsis* [43], *Caenorhabditis elegans* [44], rice [45], *Vitis vinifera* [46], cucumber [47], *Lateolabrax japonicus* [48], maize [49], *Aspergillus oryzae* [50], large yellow croaker [51] and whitefly [52]. Compared with conventional transcriptome analysis approaches, it can quantify absolute gene expressions and provide more insight and accuracy than microarrays analysis [34], [35]. Furthermore, unlike hybridization-based approaches, RNA-Seq is not limited to detect transcripts that correspond to existing genomic sequence [33], which enable us more feasible to analysis organisms without genomic information.

In higher plants, light signals perceived by photoreceptors trigger dramatic transcriptome shifts that regulate growth and development [53]. While to algal materials, fewer reports are addressed on the transcriptiome analysis under the light treatment [54]. Expression profiling researches indicate that light induces profound gene expression changes in *Arabidopsis* [55], [55], [56], [57], [58,60], rice [58], [61] *Lotus japonicas* [62], and and *Ostreococcus tauri* [54]. These light-responsive genes include many transcripton factors and fall into various functional categories mainly involved in photomorphogenesis processes, circadian clock function, DNA repair, photosynthetic light reactions, photorespiration, photosynthetic carbon, metabolism and biosynthesis [53], [54], [55], [56], [57], [58], [59], [60], [61], [62].

For a broad testing the effects of BL induced physiological responses in *S. japonica*, RNA-Seq technology was applied to analysis the kelp transcription profile exposed to BL and darkness respectively, and the dynamic variation of transcriptome was interrogated. Our aim was to decipher transcriptomic changes and related genes behaviors under BL induction as well as verify BL receptor genes and the involved transduction pathway to the lower plants on the transcriptomic level.

## Materials and Methods

### Plant Material

Fresh juvenile sporophytes of *S. japonica* were collected from cultivated rafts in Rongcheng, Shandong, China in March, 2011. Healthy individuals were selected, rinsed with sterilized seawater for several times to remove epiphytes and cultured in constant darkness for 4 h. Washed materials were immersed in sterilized seawater under darkness and blue light for 2 h, respectively. Blue light-emitting diodes (LEDs) of wavelength 460–475 nm (Ichia, Shanghai, Japan) were used as light sources. Detected irradiances of 300–390 µmol photons m^−2 ^s^−1^ were measured with a quantum photometer (LI-COR, LI-250, Nebraska, USA). Cultures were carried out at 8±1.0°C. After washing with deionized distilled water, samples were dried with hygroscopic filter paper and frozen immediately in liquid nitrogen.

### Preparation of cDNA Library for RNA-Seq

For each treatment (darkness and BL exposed, respectively), about 100 g fresh algae materials (10 individuals) were mixed for RNA preparation. Total RNA was extracted according to the Yao et al. [63], and was treated with RNase-free DNase I (TaKaRa, Dalian, China) to remove residual genomic DNA. RNA integrity was confirmed via an Agilent Technologies 2100 Bioanalyzer with a minimum RNA integrated numerical value of 7. For each treatment, mRNAs were purified from the 20 µg total RNA using oligo (dT) magnetic beads and fragmented using fragmentation buffer. Cleaved short RNA fragments were used for first-strand cDNA synthesis using reverse transcriptase and hexamer-primer. Followed by second strand cDNA synthesis using DNA polymerase I and RNase H, cDNA fragments were selected for PCR amplification and cDNA library products were used for sequenced analysis via the Illumina HiSeq™ 2000.

### Transcriptome Analysis

Raw sequencing data were deposited in the GEO database at NCBI (accession number GSE33853). Raw reads were cleaned by removing adaptor sequences, empty reads and filtering reads containing unknown nucleotides (Ns) >5, and remaining clean reads were assembled into unigenes using SOAPdenovo [64]. TGICL [65] was used to acquire a single set of non-redundant unigenes. ESTScan [66] was used to analyze the coding sequences (CDs) of unigenes. All the non-redundant unigenes were used for blast search and annotation against the NCBI nr database, SwissProt database, Kyoto Encyclopedia of Genes and Genomes (KEGG) database and Cluster of Orthologous Groups (COG) database with 10^−5^ E-value cutoff. Functional annotation by gene ontology (GO) terms was analyzed using Blast2go program [67]. WEGO [68] was used to classify GO function.

### Identification of Differentially Expressed Genes

RPKM (reads per kilobase per million reads) were used to evaluate expressed value and quantify transcript levels [35]. P value and FDR (false discovery rate) were manipulated to determine differentially expressed unigenes [69]. Assuming that R differentially expressed genes have been selected, S genes really show differential expression, whereas the other V genes are false positives. If error ratio Q = V/R <5%, FDR should be ≤0.05. In the present study, unigene, P≤0.05, FDR ≤0.001, absolute value of log_2_Ratio ≥1 and unigene length ≥500 bp were used as thresholds to assess the different significance of gene expression. For pathway enrichment analysis, all differentially expressed unigenes were mapped to terms in KEGG database and searched for significantly enriched KEGG terms compared to the whole transcriptome background.

### Quantitative Real-time PCR Validation

A total of 11 representative BL response-relevant unigenes (BL receptor, ZTL/FKF1/LKP2, CK2α, APR 5/APR 7/APR 9, polyketide synthase, COP 9 signalosome complex subunit, DET1 and photolyase homologues) generated by RNA-seq were selected for experimental validation. Real-time quantitative PCR was performed with the SYBR® *Premix Ex Taq*™ (TakaRa, Tokyo, Japan) on the Takara TP800 Thermal Cycler Dice™ (Takara). First-strand cDNA was synthesized from 2 µg of total RNA as described above and used as a template for real-time PCR with specific primers (File S1). β-actin fragment amplification of *S. japonica* was used as internal control tests. Real-time PCR was performed in volume of 25 µl, and cycling conditions were 95°C for 30 s, followed by 40 cycles of 95°C for 5 s, 50°C for 30 s and 72°C for 30 s. All reactions were performed in biological triplicates, and the results were expressed relative to the expression levels of β-actin in each sample by using the 2ΔΔCT method.

## Results and Discussion

### Raw Reads Processing and Assembly

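Sporophytes of S. japonica were kept in darkness for 4 h and then immersed for 2 h in darkness or under blue LEDs of 460 to 475 nm, at 300 to 390 µmol photons per square metre per second and 8°C. The paper describes the plants as juvenile sporophytes, and the labels of the deposited data as mature thalli. For each treatment about 100 g of fresh material from 10 individuals was pooled, and polyadenylated RNA from the pool gave 1 library. The authors assembled the clean reads into unigenes, the contigs left after redundant sequences were merged, and aligned the reads back to them. They deposited, for each library, the number of reads that aligned uniquely to each unigene, with the unigene's length, its GC content and the percentage of its length that was covered. These counts carry no normalization. Unigenes without a read in a library are absent from its list and were taken as 0. RPKM was computed here from the counts with the formula of the paper, and ratios are given as log2 of BL over dark. The reads of each unigene were compared between the libraries with the 2-sided Audic-Claverie test, which asks how probable a count in 1 library is given the count in the other, with Benjamini-Hochberg adjustment over the 70288 unigenes with at least 1 read. The thresholds were those of the paper, P of at most 0.05, FDR of at most 0.001, an absolute log2 ratio of at least 1 and, across the transcriptome, a length of at least 500 bp. The text of the paper does not name its test or the program that aligned the reads. With 1 library per treatment the variation between kelp individuals or cultures could not be measured, so each test compares 1 library with the other and not the treatments. Where a library held no read of a unigene, the ratio is given as a limit computed with 3 reads in that library and the reads of the other library as counted. Intervals are exact Clopper-Pearson 95% intervals, whose lower end is also given for such unigenes. Intervals and limits alike cover counting error only, and the 3-read limits that of the empty library alone.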

For the comparisons, two cDNA treatments prepared from dark and BL exposure respectively was sequenced with the Illumina sequencing platform. Raw reads was transformed by base calling from image data output from sequencing machine. After removing adapters and unknown or low quality bases, approximately 25.32 and 23.96 million clean reads were obtained (File S2). 

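Of these clean reads, which the paper counts as 25315304 in the dark library and 23963660 in the BL library, the deposited lists hold 10905306 uniquely aligned reads from darkness, or 43.1%, and 11410538 from BL, or 47.6%. At least 1 read fell on 61927 unigenes in the dark library and on 69362 in the BL library, with a median of 22 and 29 reads per listed unigene. The 100 most-read unigenes of each library took 7.19% of the dark reads and 6.94% of the BL reads. The most-read unigene in darkness was Unigene70233, of 829 bp and 28.35% GC, with 23957 dark and 2547 BL reads and a log2 ratio of -3.30 (interval -3.36 to -3.24). In BL it was Unigene6174, of 1795 bp, which rose from 4223 to 21121 reads, a log2 ratio of 2.26 (interval 2.21 to 2.30). Neither is among the 1998 annotated unigenes of File S3 that were at hand, out of 25924. Weighted by reads, the GC content of the unigenes was 51.1% in darkness and 54.2% in BL. The paper's values for the clean reads themselves, in File S2, are 52.13% and 54.72%.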

SOAPdenovo [64] was used to assemble clean reads into contigs in which the longest assembled sequences without N. Mapping reads to contigs and combining paired-end information created scaffolds and unknown bases were filled with Ns. After filling gaps in the scaffolds, 83,194 and 56,934 unigenes were generated from darkness and BL exposed treatments. Then removing partial overlapping sequences using CAP3 [70] yielded 70,497 non-redundant unigenes (Table 1). 

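The deposited lists name 70288 unigenes with a read in at least 1 library, with identifiers up to 70497, so that 209 identifiers had no uniquely aligned read. Reads from both libraries fell on 61001 unigenes, BL reads alone on 8361 and dark reads alone on 926. The listed unigenes had a total length of 37812878 bp, a mean of 538 bp, a median of 355 bp and an N50 of 680 bp, and ran from 200 to 7610 bp. Under 500 bp there were 47125 unigenes (67.0%). The longer ones numbered 15004 (21.3%) up to 1000 bp, 4634 (6.59%) up to 1500 bp, 1910 (2.72%) up to 2000 bp and 1615 (2.30%) from 2000 bp. The median GC content was 52.3%.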

These sequences provided abundant information to further analyze the BL-related genes in *S. japonica.*

**Table 1:** Distribution of assembled unigenes.

Length (bp)		Total Number		Percentage
100–500		47,293		67.09%
500–1000		15,040		21.33%
1000–1500		4,638		6.58%
1500–2000		1,911		2.71%
≥2000		1,615		2.29%
Total		70,497		
				
	Total Length (bp)		37,895,389	
	N50		679	
	Mean		538	

N50  =  median length of all unigenes.

Mean  =  average length of all unigenes.

### Annotation of Non-redundant Unigenes

To understand the transcriptome of *S. japonica*, we annotated the unigene sets based on sequence homologies to annotated sequences and identified conserved protein domains in other species. ESTscan software analysis showed about 28,358 (40.2% of all distinct unigenes) have reliable coding sequences (CDs) [66]. CD-containing unigenes have high potential for translation into functional proteins and most translated to proteins with >100aa. Comparison with the Nr, Swissprot, KEGG, GO databases established 25,924 unigenes that compared well with known gene sequences (Table 2 and File S3).

**Table 2:** Annotation of non-redundant unigenes.

Database	Number of annotated unigenes	Percentage of annotated unigenes
Swissprot	15,281	53.89%
Nr	24,514	86.44%
GO	10,440	36.82%
KEGG	8,476	29.89%
COG	9,650	34.03%

All 28,358 CD-containing unigenes revealed by ESTscan were annotated though Swissprot, Nr, GO, KEGG, and COG databases. 25,924 unigenes amongt them compared well (E-value <10^−5^) with known gene sequences in existing species.

GO (Gene Ontology) assignments [71] were applied to classify functions of predicted *S. japonica* unigenes. A total of 10,440 sequences were assigned at least one GO term (Figure 1), among which 6,051 were assigned at least one GO term in the biological process category, 5,460 in the cellular component category and 8,906 in the molecular function category. These unigenes were further classified into functional subcategories. Sequences with GO terms corresponding to the “biological process” group were divided into 24 subcategories, “cellular component” into 8 subcategories, and “molecular function” into 8 subcategories. The largest subcategory found in the “biological process” group was “metabolic process” which comprised 29.1% of the unigenes in the subcategory. In the “cellular component” and “molecular function” categories, “cell” and “catalytic activity” were the most abundant GO terms, making up 36.1% and 50.4% of each subcategory, respectively. In addition, there were high percentages of unigenes in the categories “cell part,” “binding,” “cellular process” and only a few unigenes in “biological adhesion”, “locomotion”, “rhythmic process” and “extracellular region.”

**Figure 1:**
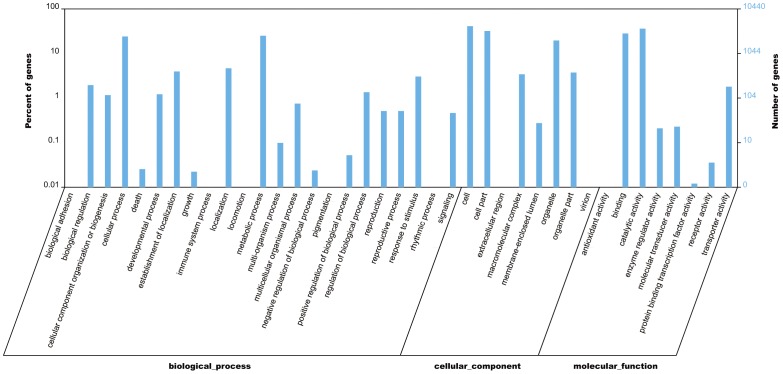
GO annotation of non-redundant unigenes. Good hits were aligned to the GO database, and 10,440 transcripts were assigned to at least one GO term. All the unigenes were grouped into three major functional categories, namely biological process, cellular component, and molecular function. The right y-axis indicates the number of unigenes in a category. The left y-axis indicates the percentage of a specific category of unigenes in that main category.

To further evaluate the completeness of the transcriptome library and the effectiveness of annotations, we searched annotated sequences for genes involved in COG classifications [72]. COG annotation yielded approximately 9,650 putative proteins in 25 categories (Figure 2). Among those categories, the cluster for “General function prediction” was the largest group (3057, 12.8%), followed by “Translation, ribosomal structure and biogenesis” (2014, 8.5%) and “Transcription” (1914, 8.0%). Clusters for “Nuclear structure” (2, 0.008%), “Extracellular structures” (24, 0.101%) and “RNA processing and modification” (79, 0.332%) were the smallest groups.

**Figure 2:**
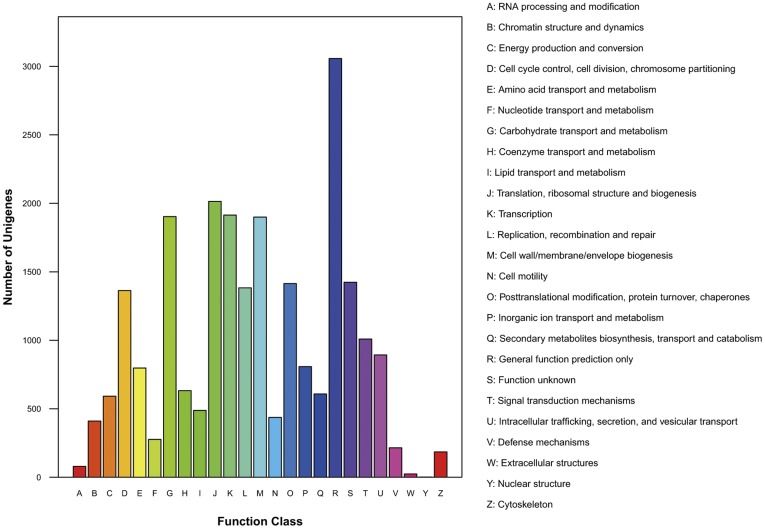
Histogram presentation of clusters of orthologous groups (COG) classification. A total of 9,650 sequences have a COG classification among the 25 categories.

Kyoto Encyclopedia of Genes and Genomes (KEGG) database [73] was used to identify the biological pathways in *S. japonica.* A total of 8,476 unigenes were mapped to 114 KEGG pathways. The pathways with most representation by the unique sequences were metabolic pathways (1903 members); spliceosome (901 members) and biosynthesis of secondary metabolites (771 members). These KEGG annotations provided a valuable resource for investigating specific gene functions and pathways in *Saccharina* and strongly supported future kelp genome annotation.

### Detection of BL Response-relevant Gene Sequences

For further insight into BL response in *S. japonica*, response-relevant gene sequences were analyzed. 

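File S4 lists 26 phototropin, 9 aureochrome and 7 cryptochrome unigenes and 1 homologue of a bacterial BL receptor, and all 43 had a uniquely aligned read. Together they held 7885 dark reads and 15158 BL reads, from 0 to 4725 reads per unigene in darkness and from 0 to 5121 in BL. The median over both libraries was 87 reads per unigene. No dark read fell on 8 of them and no BL read on 1, and 14 were shorter than 500 bp. Their GC content ran from 52.55% to 68.47%, with a median of 59.9%.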

A total of 130 responsive unigenes sequences were obtained, among them 43 were putative BL photoreceptor candidates (Table 3 and File S4), of which 24 unigenes were homologous to known BL photoreceptor genes in higher plant or other algae, including cryptochrome, phototropin and aureochrome. One unigene was homologous to BL photoreceptor gene of bacteria (*Listeria innocua*). These sequences will certainly facilitate further BL photoreceptor genes identification in *Saccharina.*

**Table 3:** Blue light receptor genes/homologues in *S. japonica.*

Blue light receptorgene catalog	The number of unigenes	Homologs number in other species
Cryptochrome	7	7
Phototropin	26	7
Aureochrome	9	9
BL receptor in bacteria	1	1

In addition, 87 other unigenes were found to be homologous to the known BL response-relevant genes (File S5), which are essential components in physiological processes of circadian rhythm (clock-associated PAS protein ZTL, flavin-binding kelch repeat F-box protein 1 (FKF1), LOV kelch protein 2 (LKP2), circadian clock associated protein 1 (CCA1), LHY (LATE ELONGATED HYPOCOTYL), *Arabidopsis* pseudo-response regulator (APR 3, APR 5, APR 7 and APR 9), CK2α (casein kinase 2, alpha polypeptide), CK2β (casein kinase 2, beta polypeptide), serine/threonine-protein kinase WNK1, zinc finger protein CONSTANS (CO)), flavonoid biosynthesis (polyketide synthase, dihydroflavonol reductase, flavonoid hydroxylase, chalcone isomerase), photoreactivation (photolyase, DNA damage-binding protein, DDB1- and CUL4-associated factor, DET1 (de-etiolated 1)), and photomorphogenesis (COP 9 signalosome complex subunit, DET1). 

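File S5 has 123 entries for these processes, which name 82 different unigenes because homologues such as ZTL, FKF1 and LKP2 share unigenes. Of the 82, 69 are not in File S4, and Files S4 and S5 together name 112 unigenes. Circadian rhythm of plants is assigned to 44 unigenes, of which 13 also stand in File S4. Flavonoid biosynthesis is assigned to 12, photoreactivation to 16 and photomorphogenesis to 5, and a further 6 stand under circadian rhythm of mammals. Uniquely aligned reads fell on 81 of the 82 unigenes, 25855 in the dark library and 38438 in the BL library.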

Future molecular and functional characterizations of these candidate genes could help to global identification of BL responsive genes and markers in algae.

### Global Changes in Gene Expression under BL

To characterize the differences of molecular response between the dark and BL treatments, unigene expression levels were calculated by RPKM using the formula [35]: RPKM = (10^9^ ×C)/(N × L), where C is the number of reads that uniquely aligned to the gene, N is the total number of reads that uniquely aligned to all genes, L is the sum of the gene in base pairs. 

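The deposited counts were set against the part of File S6 at hand, the first 1998 of its 11660 entries. Dark and BL reads were equal for all 1998 unigenes, and the log2 ratio computed here lay within 0.001 of the listed one for 1997. A library held no read for 47 of them, and each of these ratios was matched within 0.001 when 0.001 RPKM stood in place of 0. The same 0.001 RPKM was used here only to sort such unigenes into up- and downregulated and to rank them. Of the 1640 listed P values above 1e-300, 1639 lay within 0.1% of the Audic-Claverie probability with the observed count left out of the upper tail. With the observed count in both tails, the form used here, 601 did.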

The RPKM method eliminates the influence of gene length and sequencing discrepancy in calculating gene expression, allowing direct comparison of gene expression between treatments. Based on RPKM values, 11,660 differentially expressed unigenes (with P value <0.05, FDR ≤0.001, fold change value >2 and unigene length ≥500 bp) were indentified (File S6), including 7,808 upregulated and 3,852 downregulated unigenes. 

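Among the 23163 unigenes of at least 500 bp with a read, 11607 (50.1%) passed the thresholds in the present comparison, 7757 upregulated and 3850 downregulated. They had a median of 211 reads over both libraries and no fewer than 13, and 9452 had at least 10 reads in each. No dark read fell on 511 of the upregulated unigenes and no BL read on 17 of the downregulated ones. The others had a median log2 ratio of 2.22 when upregulated and -1.51 when downregulated. Without the fold threshold, 15918 unigenes (68.7%) were past the FDR threshold. Among differentially expressed unigenes with at least 10 reads in each library, the highest ratios were those of Unigene70462 (1441 bp, 16 dark and 2022 BL reads, log2 6.92, interval 6.21 to 7.73) and Unigene70399 (1111 bp, 11 and 886 reads, log2 6.27, interval 5.42 to 7.27). The lowest were those of Unigene22214 (593 bp, 6085 and 49 reads, log2 -7.02, interval -7.46 to -6.62) and Unigene2071 (632 bp, 11266 and 215 reads, log2 -5.78, interval -5.98 to -5.58). The part of File S3 at hand annotates none of these 4. The number of differentially expressed unigenes fell furthest when a spread between samples was assumed. It fell to 572 (520 up and 52 down) in edgeR's exact test with a biological coefficient of variation of 0.4. The direction of the calls moved with the scaling. By total reads 66.8% of calls were up, against 54.8% of 12110 with TMM factors and 49.1% of 12459 with median-of-ratios size factors, which shifted every log2 ratio by -0.29 and -0.42. Across the 34834 unigenes with at least 50 reads, the log2 ratio rose with GC content (Spearman 0.527 across unigenes, which are not independent replicates). Its median was -1.54 in unigenes of at most 40% GC, 0.97 between 55% and 60%, and 1.95 above 65%. Removal of this trend before the test, an alternative chosen after the trend had been seen, gave 8564 differentially expressed unigenes, of which 59.4% were up and 6208 had been differentially expressed in the same direction before. From the number of regulated unigenes, the paper proposes that the transcriptome was extensively re-orchestrated during BL induction.

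**Figure D1:**
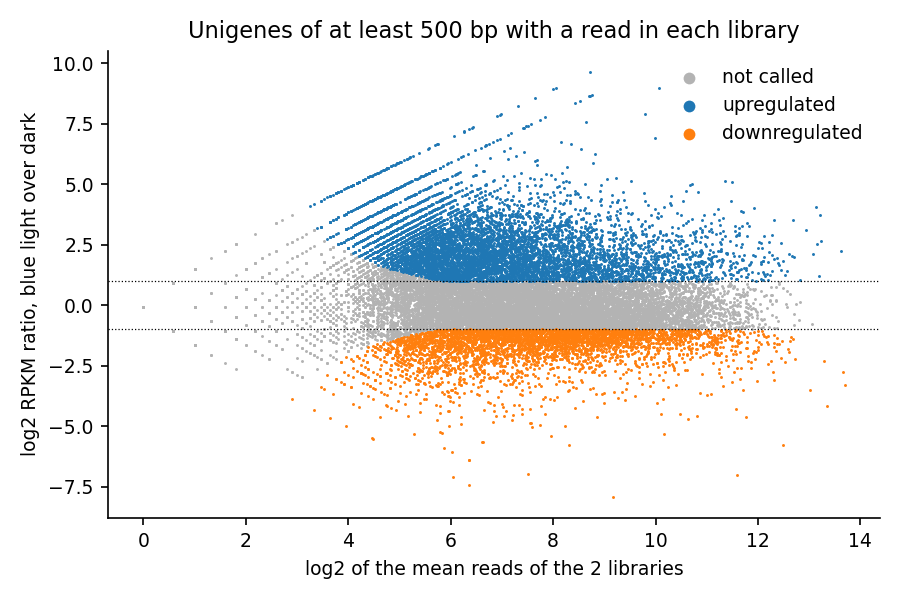
Log2 ratio of BL over dark RPKM against log2 of the mean reads of both libraries, for unigenes of at least 500 bp with a read in each library. Points are unigenes, coloured by whether they were upregulated, downregulated or neither, and the dotted lines mark log2 ratios of -1 and 1.

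**Figure D2:**
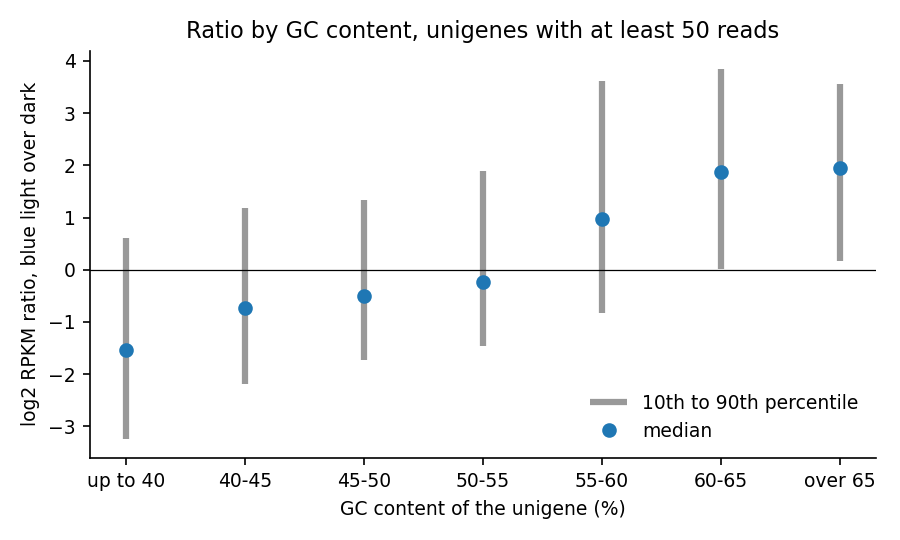
Median log2 ratio of BL over dark in classes of unigene GC content (percent), for unigenes with at least 50 reads, with the 10th to 90th percentiles as bars. The median rises from -1.54 at or below 40% GC to 1.95 above 65%.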

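The 11607 differentially expressed unigenes made up 16.5% of the 70288 unigenes with a read. The length minimum enters this share, since the 47125 unigenes under 500 bp stand in its denominator and could not be counted as regulated. Of the unigenes of at least 500 bp alone, 50.1% were regulated. With no length minimum, 25696 of all unigenes (36.6%) were, 17561 up and 8135 down.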

The large amount of regulated genes (17%) encountered here was in contrast to what has been recorded in *Arabidopsis*, where the proportion of significantly light or BL modified genes generally ranges from 1% to 5% [55], [56]. 

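An absolute log2 ratio of at least 2 was reached by 5736 of the differentially expressed unigenes, 4764 upregulated and 972 downregulated. The comparison was also run on simulated libraries with the reads of the real unigenes, in which 200 unigenes differed by 4-fold and no other differed. The 200 were drawn from unigenes of at least 500 bp with at least 50 reads, so recovery at lower depth was not measured. With counting error alone, none of 22950 unchanged unigenes of at least 500 bp passed the thresholds, and 93.5% of the changed ones did. With a spread between samples of 0.2 (coefficient of variation), 463 unchanged unigenes (2.02%) passed and 94% of the changed ones were recovered. With 0.4, these were 4896 (21.3%) and 78%. The spread between pools of kelp is not known from these data.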

The dramatic expression profile suggested significant transcriptional complexities in *S. japonica* and its extensive transcriptome re-orchestrated during BL induction.

### Functional Annotation of Differentially Expressed Unigenes

All the differentially expressed sequences were mapped to KEGG database terms and compared with the whole transcriptome data, with a view to finding unigenes concerning metabolic or signal transduction pathways that were significantly enriched. Of 8476 unigenes with KEGG annotation, 4671 differentially regulated unigenes were identified between the two treatments. The other 6989 changed unigenes failed to match sequences in the current database and therefore represented potentially novel BL responsive genes. The three-fifths regulated genes functions were unknown, underlined molecular mechanisms underlying BL responses in lower plants were far from thoroughly understanding. Pathway enrichment analysis revealed that the annotated changes were mainly involved in primary metabolism, transcription, protein processing, cellular transport, biogenesis of cellular components, energy storage, light response and DNA repair (Figure 3 and File S7). These processes included biological pathways that directly or indirectly participated in response, and again reflected the large scale re-orchestrated during short-term acclimation to BL exposure. Some significantly prominent pathways were shown in Table 4.

**Figure 3:**
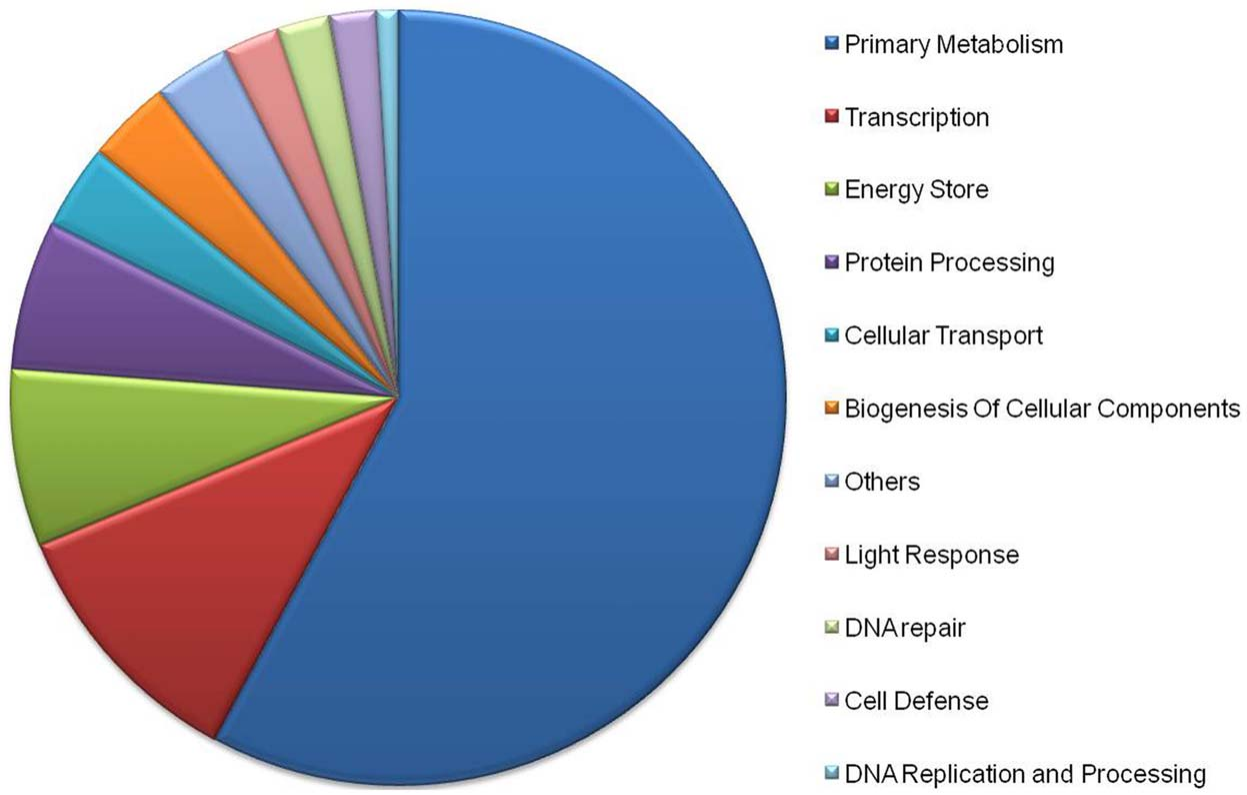
KEGG functional analyses of the differentially expressed unigenes (data from File S7).

**Table 4:** Significantly enriched pathways of differentially expressed unigenes.

Pathway category	Unigenes No.	%	Q-value
Plant-pathogen interaction	174	3.73	0.00000019
ABC transporters	77	1.65	0.00148163
Ribosome	129	2.76	0.01365288
Alanine, aspartate and glutamate metabolism	61	1.31	0.01896333
alpha-Linolenic acid metabolism	29	0.62	0.06159647

Unigenes No. and % indicate the number and the percentage of unigenes in each pathway from 4671 differentially expressed unigenes mapped to KEGG respectively.

**Figure 4:**
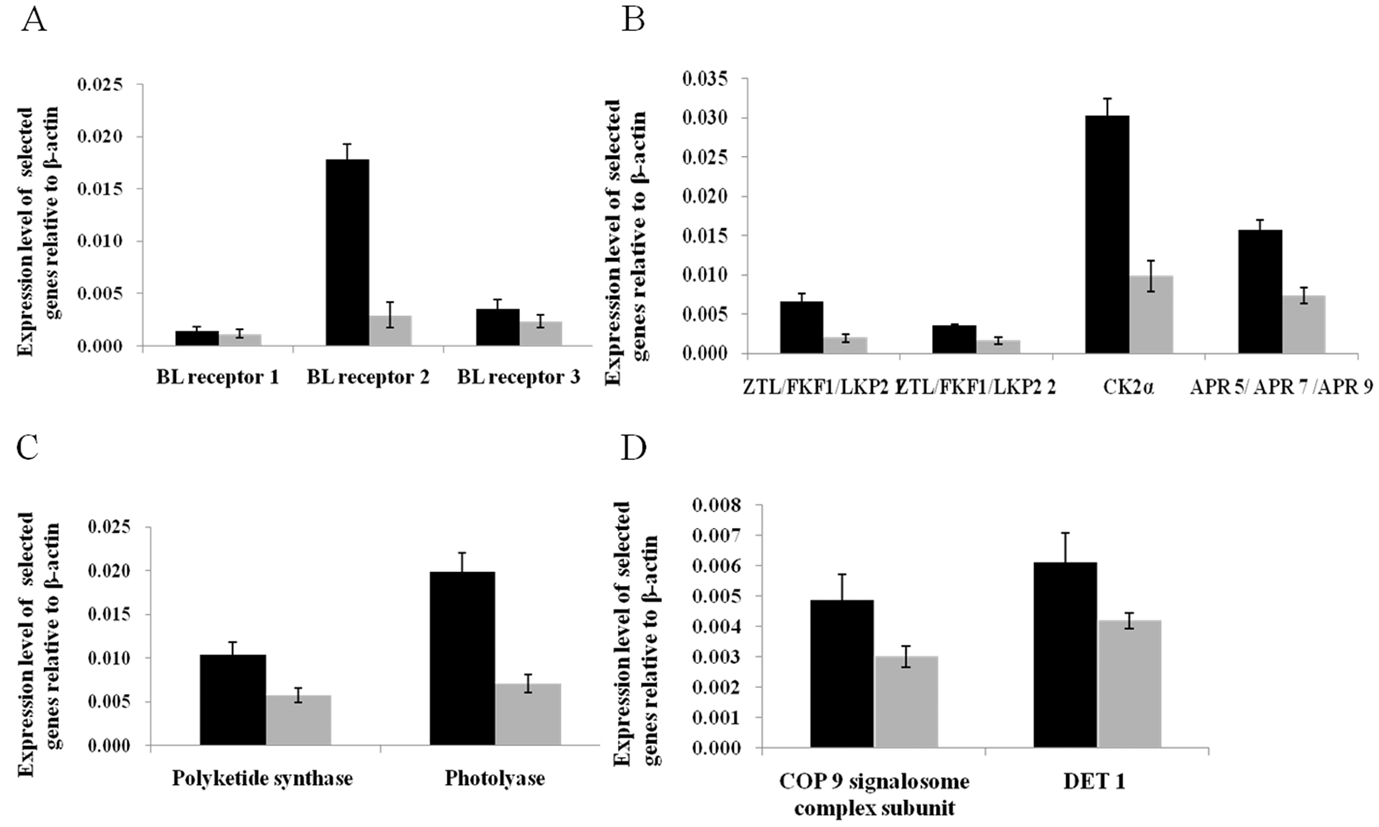
The expression analysis of selected genes from the RNA-seq by relative quantitative real-time PCR. Total RNA was extracted from *S. japonica* exposed to BL and darkness, respectively. Real-time PCR was used to validate gene expression changes of putative BL photoreceptors (A) and in pathways of circadian rhythm (B), flavonoid biosynthesis and photoreactivation pathways (C), and photomorphogenesis (D). Increases and decreases in relative levels of transcripts with respect to the control 18 S gene are shown. For each gene, the black bar indicates the gene expression ratio of kelp exposed to BL; the grey bar indicates the expression ratio of kelp exposed to darkness. Values are mean ± standard deviation.

The extensive transcriptome changes as observed inevitably demanded a multitude of signals for coordination. BL photoreceptor was one of the most possible triggers in the network. As BL activated receptor, it initiated BL signal transduction through the coordinated activation and repression of specific genes and regulated several downstream signaling pathways [6], [7], [8], [9], [10], [11]. In our study, among the 43 hypothetic BL photoreceptor unigenes (File S4), 28 sequences was highly elevated regulated after BL exposure (File S8), of which 6 genes was upregulated more than 10 folds. 

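In the present comparison, 27 of the 43 photoreceptor unigenes were upregulated and none was downregulated, with 16 not past all thresholds. Adjusted over the list alone, 28 were upregulated and none downregulated. The list was drawn up by the study from this transcriptome, so that neither count is independent evidence for the list. Upregulated were 16 of 26 phototropin, 4 of 7 cryptochrome and 6 of 9 aureochrome unigenes and the bacterial homologue. Of the 43, 38 had a higher ratio in BL, and 36 with TMM factors or median-of-ratios size factors. All 28 unigenes of File S8 were higher in BL under each of these scalings. With total reads 27 passed the thresholds, with TMM factors 23 and with median-of-ratios size factors 22. The exception with total reads was Unigene63416 (296 bp), with 0 dark and 12 BL reads, at least 3.82-fold higher in BL (exact lower bound 2.66) with an FDR of 0.00138. The largest ratio with a dark read was that of the phototropin Unigene47823, with 2 dark and 201 BL reads, 96.1-fold (interval 26.2 to 799). Low dark counts also underlie the ratios of the phototropin Unigene35321 (2 and 37 reads, 17.7-fold, interval 4.56 to 151) and the cryptochrome Unigene46375 (3 and 37 reads, 11.8-fold, interval 3.73 to 59.8). No dark read fell on 5 of the upregulated unigenes. Unigene47495 had 166 BL reads and was at least 52.9-fold higher, Unigene69770 had 87 and was at least 27.7-fold higher, Unigene44387 had 40 and was at least 12.7-fold higher, Unigene69028 had 31 and was at least 9.88-fold higher, and Unigene54592 had 13 and was at least 4.14-fold higher. Their exact lower bounds, with the error of the BL count included, were 42.5-fold, 22.1-fold, 9.89-fold, 7.56-fold and 2.91-fold in the same order. On the linear scale, the ratios of 7 upregulated unigenes with a dark read exceeded 10-fold, and so did the exact lower bounds of 2 without one. The lower ends of the intervals of the 7 ran from 3.73-fold to 26.2-fold, and most lay below 10-fold. The smallest ratio among the upregulated unigenes was that of the cryptochrome Unigene22061, which went from 422 to 966 reads, a log2 ratio of 1.13 (interval 0.96 to 1.30). It was 0.84 with TMM factors and 0.71 with median-of-ratios size factors, below the fold threshold, and -0.51 once the trend with GC content was removed. The median log2 ratio of the list was 2.05, or 1.88 with unigenes at 0 set to their limit, higher than that of 99.9% of 10000 random lists matched on RPKM. Matching on RPKM and GC content, which was chosen after the trend with GC had been seen, moved this most, to 81.8%. With the GC trend removed, 29 of the 43 had a higher ratio in BL, 10 were upregulated and 6 were downregulated. With an assumed coefficient of variation of 0.4, 4 were upregulated. The paper proposes that the sequences give clues for screening putative BL receptor genes.

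**Figure D3:**
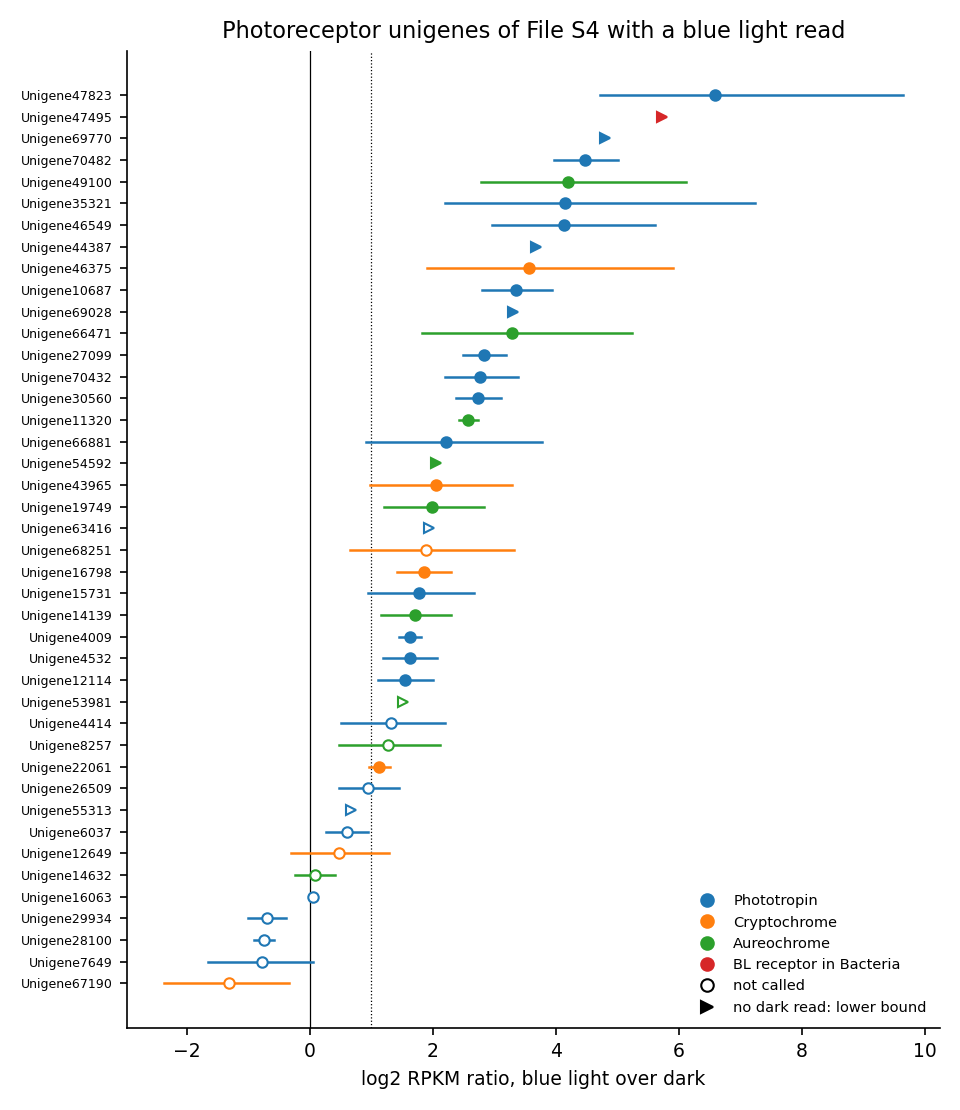
Log2 ratio of BL over dark RPKM for the photoreceptor unigenes of File S4 with a BL read, coloured by class, with exact 95% counting intervals, filled where upregulated by the thresholds and as triangles at the lower limit where there was no dark read. Of the list, 38 unigenes lie above 0, and the dotted line marks a log2 ratio of 1.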

Increased expression of BL receptor genes was also observed by the real-time PCR (Figure 4A). Since very little information were known on the signal cascades and the relative pathway of BL sensing in algae, these sequences provided important clues for screening putative BL receptors genes and relative transcriptional factors. Besides, 34 BL-specific responsive genes (except the putative BL photoreceptor unigenes) were either found or recognized as important role during the algal circadian rhythm, flavonoid biosynthesis, photoreactivation and photomorphogenesis. 

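Files S9 to S12 hold 34 entries for these processes. They name 33 different unigenes, because Unigene48767 stands in both File S11 and File S12. Of the 33, 11 are also in the photoreceptor list of File S8, all of them under ZTL/FKF1/LKP2, and 22 are not. In the reads compared here, 20 of these 22 were upregulated, 1 was downregulated and 1 was neither. The 22 unigenes held 2284 dark reads and 9530 BL reads.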

We then focused our discussion on these physiological processes and highlighted emerging insights regarding information provided by the regulated sequences.

The circadian rhythm is the temporal oscillation of genetic, metabolic and physiological processes based on the 24 h cycle. It is shaped by alternating day and night cycles and driven through an endogenous timekeeping mechanism [74], [75]. Previously, tremendous progress has been made in the molecular mechanisms in *Arabidopsis thaliana* [61], and some deduced proteins related to control TOC1 (TIMING OF CAB EXPRESSION 1) that functioned in constant darkness were considered as key determinants in circadian period of higher plants (Figure 5). To our yielded data, the increased abundances of transcripts of these proteins, including ZTL/FKF1/LKP2, CCA1/LHY, APR 5/APR 7/APR 9, CK2α and CK2β were detected (Figure 5 and File S9). 

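All 20 unigenes of File S9 had a higher ratio in BL, also with TMM factors and median-of-ratios size factors, with either of which 17 passed the thresholds. With total reads 18 did. They were 12 of 13 for ZTL/FKF1/LKP2, 2 of 2 for CCA1/LHY, 2 of 3 for CK2 and 2 of 2 for APR. Besides Unigene63416, the CK2α Unigene61208 (272 bp) was not past them, with 6 dark and 12 BL reads, a log2 ratio of 0.93 (interval -0.59 to 2.63) and an FDR of 0.331. Its ratio was -0.10 once the GC trend was removed. Among the 43 unigenes with reads that File S5 assigns to circadian rhythm of plants, 22 were upregulated and none downregulated. Adjusted over the list alone, the count was again 22, which is not independent evidence, as the study chose the list on this transcriptome. The upregulated ones outside File S9, chosen after their values were seen, were Unigene9115 (ZTL, FKF1 and LKP2), Unigene45555 (WNK1), Unigene47649 (ELF3) and Unigene49146 (APR 7). The median log2 ratio of the clock list was 1.98, or 1.86 with unigenes at 0 set to their limit, above that of 99.9% of the random lists. Matched on GC content as well, the list stood above 80.6% of them. Removing the GC trend made 10 of the list upregulated and 6 downregulated.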

Quantitative PCR results also demonstrated the upregulation of genes of ZTL/FKF1/LKP2, APR 5/APR 7/APR 9 and CK2α (Figure 4B). 

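The 13 unigenes of File S9 under ZTL/FKF1/LKP2 held 567 dark reads and 4509 BL reads. The 10 with reads in both libraries had log2 ratios from 1.61 to 6.59. Among them Unigene46429 (390 bp), which is not in File S8, had 3 dark and 29 BL reads, a 9.24-fold difference (interval 2.86 to 47.4). The other 3 of the 13 had no dark read. File S5 assigns 16 unigenes to ZTL, and the 3 that File S9 leaves out had log2 ratios from -0.79 to 1.98. Once the GC trend was removed, 2 of these 3 were downregulated.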

Among the total 20 highly expressed transcripts, 13 of them were homologue to ZEITLUPE family of putative BL photoreceptor, which consists of PAS-like LOV domain, F box domain and kelch repeats. LOV domain is the molecule responsible for flavin binding in known BL photoreceptors, while the F box motif is found in specific target substrates for proteolytic degradation [76]. In this case, upon BL activation, ZTL as component of SCF (Skp/Cullin/F-box) E3 ubiquitin complex recruits TOC1 for post-translational proteasomal degradation [76], [77], [78]. Other 5 unigenes, putative CCA1/LHY or CK2α/CK2β orthologue, were involved in CCA1/LHY mediated transcriptional repression of TOC1. 

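The 2 CCA1/LHY unigenes went from 68 dark reads to 346 BL reads in all, with log2 ratios of 2.27 and 2.31. The 3 CK2 unigenes went from 587 to 2169 reads, and the 2 past the thresholds had log2 ratios of 1.81 (CK2α) and 2.38 (CK2β). File S5 names a further 7 CK2 unigenes, none past the thresholds. The 6 of these with reads in both libraries were lower in BL, with log2 ratios from -0.60 to -0.09, and lower still with TMM factors or median-of-ratios size factors. When the GC trend was removed, 2 of the 6 were downregulated and 2 had ratios just above 0. File S5 also names a further CCA1/LHY unigene, at 0.73, and at -1.01, downregulated, without the trend.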

CCA1/LHY as negative regulator activated by CK2 (Casein Kinase II) could bind with the TOC1 promoter to repress TOC1 expression [79], [80], [81]. The other 2 unigenes were paralogues to TOC1 relatives, APR5/APR7/APR9, which are important components for photoperiodic timekeeping and positively regulated by CCA1/LHY proteins [82], [83]. 

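Of the 2 APR unigenes, Unigene44659 (442 bp), named after its values were seen, had 5 dark and 44 BL reads, a log2 ratio of 3.07 (interval 1.74 to 4.76). Unigene46535 (398 bp) had 1 dark and 17 BL reads, a 16.2-fold difference with an interval from 2.55 to 679. Unigene46535 passed the thresholds with Benjamini-Hochberg adjustment and scaling by total reads, and no longer with Benjamini-Yekutieli adjustment, TMM factors or median-of-ratios size factors. Neither passed them once the GC trend was removed. The 7 other APR unigenes of File S5 with reads had log2 ratios from 0.57 to 2.62.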

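Of the 18 unigenes of File S9 under ZTL/FKF1/LKP2, CCA1/LHY and CK2, 12, 2 and 2 passed the thresholds. After removal of the GC trend, 8, 1 and 1 did, and neither of the 2 APR unigenes.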

To our data obtained, 18 of the 20 regulated clock unigenes belonged to the core feedback loop, suggested the BL effects on the kelp clock were predominantly mediated via this part of the oscillator mechanism. In addition, we compiled 48 clock-associated coding sequences in *Saccharina*, which appeared to be orthologous or homologous to the *Arabidopsis* counterparts. 

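In File S5 the entries under circadian rhythm of plants name 44 different unigenes. Of these, 43 had uniquely aligned reads, 7315 in darkness and 12731 in BL, and 17 of them were shorter than 500 bp. No dark read fell on 5 of the 43.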

A considerable conservation of some elements in circadian rhythm seems exist between *Saccharina* and *Arabidopsis*. Further verification of those homologous sequences is expected to not only deeper understand the kelp photoperiodism properties but also enrich knowledge on molecular mechanism of circadian rhythm in lower plants.

**Figure 5:**
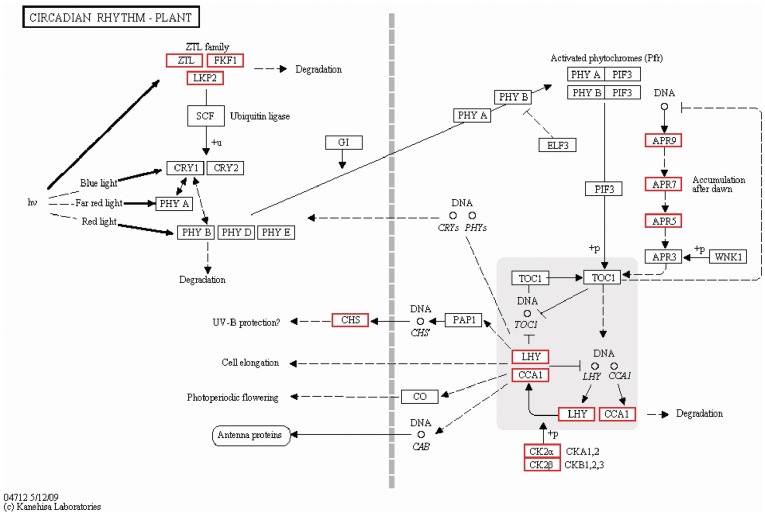
The circadian rhythm signal network in plant. Red color represents up-regulated unigenes after blue light exposure in our study.

We also noticed elevated transcript abundance of polyketide synthase (CHS) (Figure 4C) and dihydroflavonol reductase (DFR) (File S10), which are two key enzymes in flavonoid biosynthesis pathway. 

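The polyketide synthase Unigene26912 (1728 bp), named after its values were seen, went from 446 dark to 2049 BL reads, a log2 ratio of 2.13 (interval 1.99 to 2.29), and 0.97, below the fold threshold, once the GC trend was removed. The polyketide synthase Unigene42303 (1706 bp) went from 6 to 647 reads, a 103-fold difference (interval 47.1 to 282) and a log2 ratio of 6.69. The dihydroflavonol reductase Unigene25545 (1154 bp) went from 72 to 181 reads, a log2 ratio of 1.26 (interval 0.86 to 1.68). With TMM factors it was 0.98 and with median-of-ratios size factors 0.84, below the fold threshold in both, and -0.60 without the trend. All 3 passed the thresholds with scaling by total reads.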

In higher plants, CHS catalyzes the first committed step in the flavonoid biosynthesis and DFR is the first enzyme leading to anthocyanidins production. Their expression stimulated by UV/BL were considered to be protective mechanism as which promoted the accumulation of UV-absorbing flavonoids [84]. Here BL stimulated transcription of key enzymes in flavonoid biosynthesis corresponded to that the precious reports on UV/BL induction of flavonoid synthesis in higher plants [84], [85]. 

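File S5 lists 12 unigenes for flavonoid biosynthesis, of which 6 were upregulated and none downregulated, over all unigenes and adjusted over the list alone, a list the study chose on this transcriptome. Beside the 3 of File S10, these were the flavonoid 3'-hydroxylase Unigene3413 (log2 2.57), Unigene12201 (1.98) and Unigene17348 (2.96), named after their values were seen. The 3 other dihydroflavonol reductase unigenes lay at log2 ratios of 0.32 to 0.50, below the fold threshold. The only unigene of the list with a ratio below 0 was the flavonoid 3'-hydroxylase Unigene1623, also named after its value was seen, at -0.92. With TMM factors 11 of the 12 were higher in BL, as with total reads, and with median-of-ratios size factors 8. The median log2 ratio was 1.03, above that of 96.3% of random lists matched on RPKM, of 91.1% when they were matched on length as well and of 50.0% when on GC content as well. After removal of the GC trend, 3 of the 12 were upregulated. Downregulated were then Unigene1623, at -1.78, and the dihydroflavonol reductase Unigene28082, at -1.16, also named after its value was seen.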

*Saccharina* naturally inhabit the sublittoral zone, which of rapid changing physical conditions when tides in and off. It is required to exhibit tolerance to various abiotic stressors such as osmotic pressure, temperature and water currents, and the flavonoids might play roles in stresses or UV protection in kelp. It is suspected that UV/BL increases the biosynthesis of flavonoids, which in turn, function in stresses or UV protection in *S. japonica*, future experiments are required to test this hypothesis.

Photoreactivation is a repair process of DNA pyrimidine dimers that results from UV-B light exposure [86]. It is catalyzed by BL dependent enzymes photolyases [87]. 

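File S5 lists 16 unigenes for photoreactivation, with 3667 dark and 5565 BL reads. By the thresholds, 8 were upregulated, 1 was downregulated and 7 were neither, and the counts were the same when P values were adjusted over the list alone, which the study chose on this transcriptome. In all, 12 had a higher ratio in BL, 11 with median-of-ratios size factors and 7 once the GC trend was removed, when 3 were upregulated and 2 downregulated. Their median log2 ratio was 1.55, or 1.43 with unigenes at 0 set to their limit, above that of 93.2% of random lists matched on RPKM. It stood above 89.8% of lists matched on RPKM and length, and above 53.3% of lists matched on RPKM and GC content.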

In our study, 16 transcripts of genes implicated in photoreactivation were detected (File S5), and 9 sequences of them exhibited different expression under BL exposure (File S11). One sequence (Unigene7340) homologous to photolyase was upregulated 2.8 fold after BL induction in our quantitative PCR, which was consistent with its nearly 2 folds elevated expression in RNA-seq (Figure 4C). 

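Unigene7340 is 329 bp long, with 62.92% GC. It had 10 dark reads and 37 BL reads, or 2.79 and 9.86 RPKM, a 3.54-fold difference (interval 1.72 to 7.97) and a log2 ratio of 1.82 (interval 0.79 to 3.00), with an FDR of 0.000433. It was no longer past the FDR threshold with Benjamini-Yekutieli adjustment, TMM factors or median-of-ratios size factors, and its log2 ratio was -0.042 once the GC trend was removed. File S5 lists 2 other photolyase unigenes, named after their values were seen. Unigene11093 had a log2 ratio of -0.54 and Unigene19885 of -0.83, and neither passed the fold threshold. Without the GC trend Unigene19885 was downregulated, at -2.48.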

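Apart from the photolyase, File S11 lists 3 DNA damage-binding protein unigenes, 4 DDB1- and CUL4-associated factor unigenes and the DET1 homologue. Unigene34020 (DDB1- and CUL4-associated factor, 1990 bp) was lower in BL, with 65 dark and 28 BL reads and a log2 ratio of -1.28 (interval -1.97 to -0.62). Unigene68694 (DNA damage-binding protein, 464 bp) had 3 dark and 39 BL reads, a 12.4-fold difference (interval 3.95 to 62.8). Unigene53446 (DDB1- and CUL4-associated factor, 220 bp) had 0 dark and 14 BL reads, at least 4.46-fold higher in BL (exact lower bound 3.17). The smallest ratio among those upregulated was 1.06, of a DNA damage-binding protein, and 4 of the 9 unigenes were shorter than 500 bp.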

The other 8 sequences including genes encoding DDB1- and CUL4-associated factor, DET 1 (de-etiolated 1) and DNA damage-binding protein. DET1 is a nuclear protein conserved to higher plants. In *Arabidopsis*, DET1 associated with factors of the poly-ubiquitination pathway (such as CUL4) and with the DNA repair pathway via DDB1 [88], [89]. Previously, photoreactivation have mainly been studied in virus, bacteria, fungi and higher plant, and very few works focused on algae. Whitaker first reported *Fucus furcatus* Gardner on the reactivation of UV inhibited rhizoid formation [90]. Followed damaging UV effects on *Acetabularia*, *Alaria* and *Saccharina* (*Laminaria*) photoreactivated were recorded, and BL was higher effective than white, green or red light in these processes [91], [92], [93]. Han and Kain inferred a BL absorbing photolyase was involve in the BL induced reactivation of UV-irradiated damages in brown algae [92], [93]. Our results confirmed their deduction, and suggested that the DNA damage genes were not only triggered by UV exposure, but also responded to BL. The 9 upregulated unigenes were extremely related to the early stage of the BL mediated DNA repair in juvenile sporophytes of *S. japonica*.

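By the present comparison 8 of the 9 unigenes of File S11 were upregulated and 1 was downregulated. With TMM factors or median-of-ratios size factors, 5 stayed past the thresholds as upregulated and 1 as downregulated. With Benjamini-Yekutieli adjustment 5 did, all upregulated. With the GC trend removed, 5 of the 9 had a higher ratio in BL, and 3 upregulated and 1 downregulated unigene passed the thresholds. The paper states that its results bear out an inference by Han and Kain, that a BL absorbing photolyase is involved in the reactivation of UV damage in brown algae, and proposes that DNA damage genes respond to BL as well as to UV.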

Photomorphogenesis is a serial of developmental changes in growth and differentiation upon the exposure to light [1]. In higher plants, CRYs are the mainly BL photoreceptors involved in the process [86], [87]. 

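The photomorphogenesis unigenes of File S5, with 4597 dark reads and 5074 BL reads in all, comprised 2 upregulated ones and 3 not past all thresholds, also when adjusted over the list alone, a list drawn up by the study on this transcriptome. Their median log2 ratio was 0.35, above that of 65.6% of the random lists, and -0.07 with median-of-ratios size factors. In this list of 5 the median is the ratio of Unigene34647, with 3 dark and 4 BL reads. These values therefore rest on few reads.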

Here we encountered 5 unigenes associated with kelp photomorphogenesis (File S5). One of them (Unigene 48767) was found to be homolog of DET1, a photomorphogenesis repressor, controls several genes in darkness in higher plant [94]. 

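Unigene48767 is 781 bp long and had 14 dark reads and 105 BL reads. This was a 7.17-fold difference (interval 4.09 to 13.6) and a log2 ratio of 2.84 (interval 2.03 to 3.76), with an FDR of 1.11e-16. The ratio was 1.80 once the GC trend was removed and still passed the thresholds. The match that File S5 gives for the unigene is a putative phosphoglycerate mutase DET1 of yeast.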

The other 4 sequences were homologous to subunit of COP9 signalosome complex, which is another repressor of photomorphogenesis in *Arabidopsis* [95]. 

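All 4 COP9 signalosome unigenes have subunit 5 (CSN5) as their match. Among them Unigene1697 (1251 bp) rose from 440 dark to 1361 BL reads, a log2 ratio of 1.56 (interval 1.41 to 1.72). The other 3, named after their values were seen, passed no fold threshold. Unigene16701, with 2702 dark and 2276 BL reads, had a log2 ratio of -0.31. Unigene21775, with 1438 dark and 1328 BL reads, had one of -0.18. Unigene34647 had 3 dark and 4 BL reads, a 1.27-fold difference (interval 0.22 to 8.70), so that a change was not detectable at this depth.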

As a component of ubiquitin-proteasome pathway, COP9 signalosome complex participates in targeted degradation of key transcription factors that regulates the photoresponsive genes expression [1]. HY5, a constitutive nuclear bZIP transcription factor, function positively in photomorphogenic development by binding to the promoters of light-inducible genes, is a primary target of this pathway. Previous studies showed that COP9 complex was highly conserved in mammals and higher plants [95], [96]. Our results indicated that it was also conserved in algal phylum. However, no other homolog of signaling components in higher plants photomorphogenesis was identified in our data set, suggesting poor conservation of photomorphogenic basic elements existed between the lower plant-kelp and higher plant. Besides, the DET1 sequence and one COP9 subunit homology were prominent expressed in the BL relative to dark treatment (File S12). 

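Both unigenes of File S12 were upregulated in the reads compared here, and with TMM factors and median-of-ratios size factors as well. Unigene1697 no longer passed when an absolute log2 ratio of at least 2 was asked for, with an assumed coefficient of variation of 0.2, or with the GC trend removed, which left it at 0.99. With an assumed coefficient of variation of 0.4 neither passed.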

Our quantitative PCR analysis also confirmed differential expression of the two unigenes (Figure 4D), suggested that the two repressors might play important role in the photomorphogenesis of juvenile sporophyte.

### Conclusion

This study investigated the transcriptome profile of BL-exposed *S. japonica* using Illumina RNA-seq technology to identify responsive genes and specific pathways involved in BL response of kelp. Although current knowledge was limited by the poorly annotated kelp genes and scanty reports of BL-mediated physiological responses in algae, we identified 43 putative BL photoreceptor unigenes and simply elucidated 4 BL specific responsive functions in the BL induced gene set. The present assessment of transcriptome and gene expression in *S. japonica* included the most comprehensive sequence resource yet available for the species lack of genome information. Our results provided important clues for further BL photoreceptor and other functional genes identification in kelp as well as paved the way for more details investigations of mechanisms underlying the 4 BL specific responsive pathways in the lower plants.

## Supporting Information

File S1 Primers for relative quantitative realtime PCR. Primers were designed from the sequences of the *S. japonica* transcriptome library by using Primer Premier 5.0.
(XLS) Click here for additional data file.

File S2 Overview of output statistics on *S. japonica* transcriptome sequencing.
(DOC) Click here for additional data file.

File S3 Details on 25,924 unigenes annotated in the transcriptome of *S. japonica*.
(XLS) Click here for additional data file.

File S4 Details on 43 blue light-receptor genes/homologues in *S. japonica*.
(XLS) Click here for additional data file.

File S5 Summary of 87 blue light response-relevant genes/homologues in *S. japonica*.
(XLS) Click here for additional data file.

File S6 11,660 differentially expressed unigenes between blue light and dark exposed samples.
(XLS) Click here for additional data file.

File S7 KEGG functional analysis of the differentially expressed unigenes.
(XLS) Click here for additional data file.

File S8 28 significant differentially expressed BL-receptors unigenes in *S. japonica*.
(XLS) Click here for additional data file.

File S9 20 significant differentially expressed unigenes in circadian rhythm pathway in *S. japonica*.
(DOC) Click here for additional data file.

File S10 3 significant differentially expressed unigenes in flavonoid biosynthesis pathway in *S. japonica*.
(DOC) Click here for additional data file.

File S11 9 significant differentially expressed unigenes related to blue light induced photoreactivation in *S. japonica*.
(DOC) Click here for additional data file.

File S12 2 significant differentially expressed unigenes related to blue light induced photomorphogenesis in *S. japonica*.
(DOC) Click here for additional data file.

# Supplementary material for: Transcriptome Sequencing and Comparative Analysis of Saccharina japonica (Laminariales, Phaeophyceae) under Blue Light Induction
**Source:** PLoS One. 2012 Jun 27;7(6):e39704. doi: 10.1371/journal.pone.0039704
**Supplement:** File S2 — Overview of output statistics on S. japonica transcriptome sequencing.

**Table S2 Overview of output statistics on *S. japonica* transcriptome sequencing**

| **Sample** | **Darkness exposed** | **Blue light exposed** |
| --- | --- | --- |
| The number of total clean reads | 25,315,304 | 23,963,660 |
| Total base pairs (bp) of clean reads | 2,278,377,360 | 2,156,729,400 |
| Q20 percentage | 89.80% | 88.75% |
| N percentage | 0% | 0% |
| GC percentage | 52.13% | 54.72% |

Q20 percentage = proportion of nucleotides with quality value larger than 20

N percentage = proportion of unknown nucleotides in clean reads

# Supplementary material for: Transcriptome Sequencing and Comparative Analysis of Saccharina japonica (Laminariales, Phaeophyceae) under Blue Light Induction
**Source:** PLoS One. 2012 Jun 27;7(6):e39704. doi: 10.1371/journal.pone.0039704
**Supplement:** File S9 — 20 significant differentially expressed unigenes in circadian rhythm pathway in S. japonica.

***File S9 20 significant differentially expressed unigenes in circadian*** ***rhythm (plant) pathway in S. japonica***

| **Gene ID** | **Description** | **Fold** | **P value** |
| --- | --- | --- | --- |
| Unigene63416 | ZTL/FKF1/LKP2 | 11.7948 | 3.27E-04 |
| Unigene46429 | ZTL/FKF1/LKP2 | 3.2076 | 2.57E-06 |
| Unigene47495 | ZTL/FKF1/LKP2 | 13.6307 | 4.50E-49 |
| Unigene10687 | ZTL/FKF1/LKP2 | 3.3452 | 1.38E-59 |
| Unigene11320 | ZTL/FKF1/LKP2 | 2.5772 | 0 |
| Unigene14139 | ZTL/FKF1/LKP2 | 1.7123 | 1.87E-11 |
| Unigene19749 | ZTL/FKF1/LKP2 | 1.9765 | 1.74E-08 |
| Unigene70482 | ZTL/FKF1/LKP2 | 4.4674 | 3.41E-180 |
| Unigene21263 | ZTL/FKF1/LKP2 | 1.6089 | 6.51E-13 |
| Unigene49100 | ZTL/FKF1 | 4.2015 | 3.99E-18 |
| Unigene35321 | ZTL/FKF1 | 4.1443 | 3.35E-09 |
| Unigene47823 | ZTL/FKF1 | 6.5859 | 1.43E-55 |
| Unigene69770 | ZTL/FKF1 | 13.6025 | 4.63E-26 |
| Unigene11759 | CCA1/LHY | 2.2728 | 7.48E-34 |
| Unigene10312 | CCA1/LHY | 2.3132 | 4.83E-11 |
| Unigene9399 | CK2α | 1.8105 | 1.92E-187 |
| Unigene61208 | CK2α | 0.9346 | 2.00E-01 |
| Unigene48109 | CK2β | 2.3753 | 4.30E-11 |
| Unigene44659 | APR 5/ APR 7 /APR 9 | 3.0722 | 1.03E-08 |
| Unigene46535 | APR 7 | 4.0221 | 1.12E-04 |

Limitations of all differentially expressed unigenes are based on P value < 0.05 and FDR ≤ 0.001which indicated the unigene was significantly altered after BL exposure. 

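The Fold values of File S9 are on the log2 scale. For all 20 unigenes they lie within 0.001 of the log2 ratio of BL over dark RPKM computed from the deposited reads, with 0.001 RPKM in place of 0, and the 3 values above 10 belong to unigenes without a dark read.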

The absolute value of “Fold” means the magnitude of up- or downregulation for each unigene after BL exposure; “+” indicates upregulation and “-” indicates downregulation.

# Supplementary material for: Transcriptome Sequencing and Comparative Analysis of Saccharina japonica (Laminariales, Phaeophyceae) under Blue Light Induction
**Source:** PLoS One. 2012 Jun 27;7(6):e39704. doi: 10.1371/journal.pone.0039704
**Supplement:** File S10 — 3 significant differentially expressed unigenes in flavonoid biosynthesis pathway in S. japonica.

**File S10 3 significant differentially expressed unigenes in flavonoid biosynthesis pathway in *S. japonica***

| **Gene ID** | **Description** | **Fold** | **P value** |
| --- | --- | --- | --- |
| Unigene26912 | Polyketide Synthase III | 2.1345 | 4.80E-229 |
| Unigene42303 | Polyketide Synthase III | 6.6873 | 4.99E-177 |
| Unigene25545 | dihydroflavonol-4-reductase | 1.2646 | 4.27E-11 |

Limitations of all differentially expressed genes are based on P value < 0.05 and FDR ≤ 0.001which indicated the unigene was significantly altered after BL exposure. 

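In File S10 the column is again a log2 ratio, equal within 0.001 to the one computed here for each of the 3 unigenes. A value of 1 there is a 2-fold difference.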

The absolute value of “Fold” means the magnitude of up- or downregulation for each gene/homolog after BL exposure; “+” indicates upregulation and “-” indicates downregulation.

# Supplementary material for: Transcriptome Sequencing and Comparative Analysis of Saccharina japonica (Laminariales, Phaeophyceae) under Blue Light Induction
**Source:** PLoS One. 2012 Jun 27;7(6):e39704. doi: 10.1371/journal.pone.0039704
**Supplement:** File S11 — 9 significant differentially expressed unigenes related to blue light induced photoreactivation in S. japonica.

**File S11 9 significant differentially expressed unigenes related to blue light induced photoreactivation in *S. japonica***

| **Gene ID** | **Description** | **Fold** | **P value** |
| --- | --- | --- | --- |
| Unigene7340 | deoxyribodipyrimidine photolyase | 1.8222 | 1.17E-04 |
| Unigene16340 | DNA damage-binding protein | 2.727 | 2.28E-143 |
| Unigene68694 | DNA damage-binding protein | 3.635 | 6.93E-09 |
| Unigene13913 | DNA damage-binding protein | 1.0618 | 1.08E-04 |
| Unigene17807 | DDB1- and CUL4-associated factor | 2.4669 | 3.12E-62 |
| Unigene34020 | DDB1- and CUL4-associated factor | -1.2804 | 4.46E-05 |
| Unigene53446 | DDB1- and CUL4-associated factor | 12.4453 | 8.54E-05 |
| Unigene239 | DDB1- and CUL4-associated factor | 1.5772 | 7.31E-62 |
| Unigene48767 | DET 1 (de-etiolated 1) | 2.8415 | 9.07E-18 |

Limitations of all differentially expressed unigenes are based on P value < 0.05 and FDR ≤ 0.001which indicated the unigene was significantly altered after BL exposure. 

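The 9 values in File S11 match the log2 ratios of the reads within 0.001, including the negative one of Unigene34020. The value above 10, of Unigene53446, comes from a dark count of 0.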

The absolute value of “Fold” means the magnitude of up- or downregulation for each unigene after BL exposure; “+” indicates upregulation and “-” indicates downregulation.

# Supplementary material for: Transcriptome Sequencing and Comparative Analysis of Saccharina japonica (Laminariales, Phaeophyceae) under Blue Light Induction
**Source:** PLoS One. 2012 Jun 27;7(6):e39704. doi: 10.1371/journal.pone.0039704
**Supplement:** File S12 — 2 significant differentially expressed unigenes related to blue light induced photomorphogenesis in S. japonica.

***File S12 2 significant differentially expressed unigenes related to blue light induced photomorphogenesis in S. japonica***

| **Gene ID** | **Description** | **Fold** | **P value** |
| --- | --- | --- | --- |
| Unigene1697 | COP 9 signalosome complex subunit | 1.5638 | 1.70E-100 |
| Unigene48767 | DET1 (de-etiolated 1) | 2.8415 | 9.07E-18 |

Limitations of all differentially expressed unigenes are based on P value < 0.05 and FDR ≤ 0.001which indicated the unigene was significantly altered after BL exposure. 

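Both values of File S12 are log2 ratios of RPKM as well, within 0.001 of those computed here, and correspond to differences of 2.96-fold for Unigene1697 and 7.17-fold for Unigene48767.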

The absolute value of “Fold” means the magnitude of up- or downregulation for each unigene after BL exposure; “+” indicates upregulation and “-” indicates downregulation.

How the deposited data were processed for this re-analysis (not part of the article)

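Polyadenylated RNA from pools of 10 sporophytes kept in darkness or exposed to BL for 2 h was sequenced by the authors as 1 library per treatment. According to the paper, the authors removed adaptor sequences, empty reads and reads with more than 5 unknown bases, assembled the clean reads with SOAPdenovo, merged the unigenes of both libraries into a non-redundant set and aligned the reads back to it. The deposited counts are the authors' numbers of reads that aligned uniquely to each unigene, as whole numbers without normalization, and they equal the reads of all entries of File S6 at hand. The deposited percent values are, by the headers of the authors' files, the percentage of each unigene's length covered by reads of that library and the percentages of G and C bases and of unknown bases in its sequence. The meaning of the coverage column was taken from its header. Unigenes without a read are absent from a library's list and were set to 0. Unigene sequences, raw reads and a genome were not used here, and the annotation of unigenes was taken from Files S4, S5 and S8 to S12 and from the parts of Files S3 and S6 at hand, 1998 entries of each. The annotation of pathways and the quantitative PCR were not examined.

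The dark library held 10905306 reads on 61927 unigenes and the BL library 11410538 on 69362. With a median of 22 and 29 reads per listed unigene, the interval around a ratio is wide for most short unigenes, and a count of 0 allows up to 3 reads. RPKM was computed as in the paper, with the uniquely aligned reads of the library as N. Ratios are log2 of BL over dark RPKM. For sorting and ranking alone, 0.001 RPKM replaced 0. Lower limits use 3 reads in the library at 0 and the other library's reads as counted, and the lower end of the exact interval is given beside them. Ratios with reads in both libraries carry exact Clopper-Pearson intervals at the 95% level, computed from the BL share of the unigene's reads.

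The Audic-Claverie test was run 2-sided with the observed count in both tails, and P values were adjusted by the Benjamini-Hochberg method over all 70288 unigenes with a read. Unigenes of at least 500 bp counted as differentially expressed at P of at most 0.05, FDR of at most 0.001 and an absolute log2 ratio of at least 1. For the lists of Files S4 and S5, namely photoreceptors and the unigenes of circadian rhythm of plants, flavonoid biosynthesis, photoreactivation and photomorphogenesis, no length minimum was set, because Files S8 to S12 hold shorter unigenes. Each unigene was counted once per list, and the lists were also adjusted over the list alone. The median log2 ratio of each list was placed among those of 10000 random lists of the same size, drawn with a fixed seed from 20 classes of RPKM, as a description without a P value.

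The unigenes named are those the article names, those of Files S8 to S12 with the largest or smallest ratio in their list, with 3 or fewer reads in a library or with a call or sign that differs from the list, the 2 highest and the 2 lowest ratios among differentially expressed unigenes with at least 10 reads in each library, and the most-read unigene of each library. The values in Files S8 to S12 had been seen when this rule was written. Other unigenes are named as chosen after their values were seen.

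The test, the thresholds, the lists, the rule for naming unigenes and the following alternatives were set before the data were examined. They were Fisher's exact test, Benjamini-Yekutieli adjustment, no length minimum (with 500 bp for the lists), at least 10 reads over both libraries, at least 1 read in each library, TMM factors, median-of-ratios size factors, an absolute log2 ratio of at least 2, and edgeR's exact test with an assumed biological coefficient of variation of 0.2 or 0.4. For named unigenes a pseudocount of 1 RPKM was tried, and for the random lists this pseudocount, the filter at 10 reads and matching on RPKM and length in 10 and 5 classes. After the data had been examined, 3 kinds of alternative were added. They were the test with the observed count left out of the upper tail, removal of the trend of the log2 ratio with GC content, and random lists matched on RPKM and GC content in 10 classes each. The trend was the line through the median log2 ratios of 20 equal classes of GC content, over unigenes with at least 50 reads in all and 1 in each library. It was taken into account in the library sizes of the test and subtracted from the log2 ratios.

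The calls were tested on simulated data with the real unigenes' reads, in which 200 unigenes of at least 500 bp and at least 50 reads were changed 4-fold. Of these, 93.5% were recovered with counting error alone, including all 121 with at least 200 reads. A GC trend put into simulated counts was read back, after its median offset was subtracted, with a median absolute error of 0.00313 on the log2 scale. This error covers 42% to 66% GC, and the level of the trend and its ends were not checked. Of 100 random lists of 40 unigenes, 4 lay above the 95th percentile. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16.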

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

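Of the tests in this part, those on read depth and unigene length, on GC-dependent recovery of fragments, on the depth of the dark library and on the GC trend as a source of unigenes without a dark read were chosen only after the result was seen.

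The paper does not report how expression changed with base composition. Across the 34834 unigenes with at least 50 reads, the log2 ratio of BL over dark rose with the GC content of the unigene, with a Spearman correlation of 0.527 and medians from -1.54 in unigenes of at most 40% GC to 1.95 above 65%. Depth and length do not account for this, since the correlation was 0.505 among the 10039 unigenes with at least 500 reads and between 0.442 and 0.563 in 4 classes of length. A few abundant unigenes do not either, since it was 0.525 without the 100 most-read unigenes of each library. A candidate explanation is that fragments were recovered by their GC content to a different degree in the 2 libraries. This would move all unigenes of a GC class together. The percentiles and peaks by GC class given next rest on unigenes with at least 200 reads. Among unigenes numbered below 32215, the first to have no read in a library, the median and the 90th percentile of the log2 ratio rose by 2.43 from 42–44% to 62–64% GC, and the 10th percentile by 1.97. In between they moved apart. From 42–44% to 58–60% GC the 10th percentile rose by 1.31, the median by 1.84 and the 90th percentile by 2.34, and the 90th rose more than the 10th by 1.03 (bootstrap interval 0.75 to 1.30). A recovery that moved every unigene of a class alike would not by itself give this, and whether it is part of the trend stays open, since ratios could also spread more widely in some GC classes than in others for another reason. RNA of another organism in 1 library stays open. It would make 2 kinds of unigene with separate ratios at intermediate GC. The 10th percentile rose by 0.71 (bootstrap interval 0.55 to 0.84) from 40–42% to 50–52% GC, and the ratios formed 2 peaks in 2 of 13 GC classes, 58–60% and 60–62%, with a smoothing width of 0.3 and in none of the 13 with 0.4, a width added after the peaks had been seen. This and uneven recovery cannot be told apart here, because each treatment is a single library and organisms of many GC contents could give a gradual shift. A response of GC-rich genes to BL also stays open and was not tested, since treatment and library coincide.

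On 552 unigenes at least 50 BL reads fell and no dark read, against 30 with at least 50 dark reads and no BL read. The paper counts unigenes without reads in 1 treatment among the regulated ones and does not discuss them as a group. They had a median of 78 BL reads and at most 1019, 64349 reads in all or 0.564% of the BL library, and 319 were at least 500 bp long. The depth of the dark library does not account for them at a 4-fold difference. If every unigene with at least 50 BL reads were 4-fold lower in darkness, counting error would give 0.00755 unigenes without a dark read. If each followed the trend with GC content, it would give 0.0006. Larger differences were not tried, though over all lengths 3628 upregulated unigenes with a dark read exceeded 10-fold. Limited dark depth at such differences therefore stays open. RNA of 1 other organism in the BL library could leave such unigenes and would narrow their range of GC. Their interquartile range of GC was 0.760 times that of the other unigenes with at least 50 BL reads, narrower but not under the 0.5 times set for it, with medians of 55.7% and 53% GC, and this leaves the question open, as an organism with a wide range of GC would not be seen by this test. Transcripts made only under BL also stay open and were not tested.

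The unigene numbers show a further pattern that the paper does not mention. Lengths rise along 2 runs of numbers, from 36119 to 41148 and from 50192 to 70497, found as windows of 1000 unigenes whose length and number have a rank correlation of at least 0.9. The window was chosen after the numbering had been looked at and revised before this form was settled. In the last run the median log2 ratio was 2.93 over 20288 unigenes, with 6332 that had no dark read and 8 that had no BL read, and in the first it was -1.65 over 5000, with 12 and 527. Of the 552 unigenes above, 299 lie in the last run and 253 between the runs, and the lowest number among them is 42013. A candidate explanation is that the numbering follows the library a unigene was assembled from, since the paper assembled the libraries separately before merging them. Reads of the library that gave a unigene would then cover more of it. Among unigenes of 250 to 350 bp with 10 to 20 reads of a library, median coverage by BL reads was 8.04 percentage points higher in the last run than in the first (bootstrap interval 6.71 to 9.88), and coverage by dark reads -7.24 points (interval -8.25 to -6.38). The values this needs are there. It does not say why a transcript was assembled from 1 library only, and expression under 1 treatment alone stays open and was not tested.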

How the results depend on the processing

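The alternatives that left the observed count out of the upper tail, removed the GC trend or matched random lists on GC content were chosen only after the result was seen. Of the counts and percentiles recomputed under an alternative, 70 stayed within the range set for them and 46 did not. Counts were taken as unchanged within 1.5 times the value reported. No paired analysis was possible because each treatment is 1 pooled library, and for the same reason no replicate could be left out.

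The number of differentially expressed unigenes stayed between 11063 and 12459 under Fisher's exact test, Benjamini-Yekutieli adjustment, either filter on reads, TMM factors, median-of-ratios size factors and the test without the observed count. The same unigenes were not always counted, as 10487 of the 11607 kept their direction and call with TMM factors and 9969 with median-of-ratios size factors. With the latter the downregulated unigenes rose to 6340, which follows from the shift of all ratios by -0.42. Without a length minimum there were 25696 (17561 up, 8135 down), because more unigenes could be counted, and with at least 500 bp required in the lists 5 photoreactivation unigenes were left. An absolute log2 ratio of at least 2 gave 5736 (4764 up, 972 down), 5 photoreactivation unigenes and 1 for photomorphogenesis, as a stricter threshold must. With a coefficient of variation of 0.2 there were 6238 (4956 up, 1282 down), 4 for photoreactivation and 1 for photomorphogenesis. With 0.4 there were 572 (520 up, 52 down), and in the lists 4 photoreceptor, 4 clock, 1 flavonoid, 0 photoreactivation and 0 photomorphogenesis unigenes. An assumed spread widens the test by construction, and the true spread is not known. Benjamini-Yekutieli adjustment, which is stricter by construction, left 5 photoreactivation unigenes.

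With the GC trend removed, 8564 unigenes were differentially expressed, of which 6208 had been so before in the same direction and 2356 had not. Upregulated ones fell to 5085, and in the lists to 10 photoreceptor, 10 clock, 3 flavonoid and 1 photomorphogenesis unigenes, with 5 for photoreactivation in either direction. Downregulated were then 6 photoreceptor, 6 clock and 2 flavonoid unigenes, where none had been. The cause of the trend itself was not settled. The photoreceptor list stood at percentile 99.98 with a pseudocount or with the filter at 10 reads and 81.8 when matched on GC content as well. The clock list stood at 99.99, 99.95 and 80.6, and the flavonoid list at 95.2, 96.9 and 50.0, with 91.1 when matched on length. Photoreactivation stood at 89.8 matched on length and 53.3 on GC content. Photomorphogenesis stood at 57.2 with the pseudocount, 85.7 with the filter, 54.6 on length and 48.7 on GC content. The filter left 4 photomorphogenesis unigenes and dropped Unigene34647, with 3 dark and 4 BL reads, whose ratio was the median of the 5. For the other shifts with the pseudocount, filter and length the cause was not tested.

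Of the 27 named unigenes whose ratios were recomputed, none changed sign with TMM factors, median-of-ratios size factors or a pseudocount, although 5, 10 and 9 left their counting interval. Without the GC trend 14 left it without changing sign, and 3 upregulated unigenes changed sign, Unigene7340 to -0.042, Unigene22061 to -0.51 and Unigene25545 to -0.60. Unigene61208, which was not past the thresholds, also changed sign, to -0.10. The trend at the GC contents of the first 3 was 1.64 to 1.86 on the log2 scale, and the change follows from its subtraction. Depth limits the unigenes with few dark reads most. The interval for Unigene46535, with 1 dark read, spans 2.55-fold to 679-fold.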

Differences from the paper's values

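The alternatives with the observed count left out of the upper tail and with the GC trend removed were chosen only after the result was seen. The paper's File S10 lists 3 upregulated flavonoid unigenes, and the value here is 6 among the 12 of File S5. Among the polyketide synthase and dihydroflavonol reductase unigenes, the same 3 were upregulated here. The other 3 of the 6 are flavonoid 3'-hydroxylase unigenes, a kind that File S10 does not list, so the difference lies in the unigenes listed. Of the alternatives set before the data were examined, only an absolute log2 ratio of at least 2, which gives 4, brings the value within 1.5 times the paper's, and it drops 1 of the 3 unigenes of File S10, Unigene25545. Fisher's exact test, Benjamini-Yekutieli adjustment, the 500 bp minimum for lists, both filters on reads, TMM factors, median-of-ratios size factors and both assumed coefficients of variation do not. With the GC trend removed the count is 3, an alternative chosen after seeing the values, which drops 2 of the 3 unigenes of File S10.

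The paper's number of responsive genes other than the photoreceptors is 34, and Files S9 to S12 hold 22 different unigenes that are not in File S8. This count depends on the lists alone and no alternative bears on it.

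The paper calls all unigenes of File S8 upregulated. Here 27 of the 28 were, and Unigene63416, with 0 dark and 12 BL reads, was not (FDR 0.00138). It was called with the observed count left out of the upper tail, a form chosen after seeing the values, and when adjusted over the list alone, and under none of the other alternatives. That form gives 28 photoreceptor unigenes and 11658 differentially expressed unigenes (7807 up, 3851 down), and drops none of the unigenes called in File S8. The paper counts the CK2α Unigene61208 among the highly expressed clock unigenes, and its log2 ratio here is 0.93, under the fold threshold of the paper, with no alternative that calls it. Of File S9, 18 unigenes were called. Over the whole clock list of File S5 the count here is 22, and 20 with Benjamini-Yekutieli adjustment, at least 1 read in each library or median-of-ratios size factors, which leave 17, 16 and 17 of the unigenes of File S9.

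The paper describes the unigenes of File S11 as upregulated. Here 8 were, and Unigene34020 was lower in BL at a log2 ratio of -1.28, as its sign in File S11 also has it. The paper describes some photoreceptor unigenes as upregulated above 10 folds. The Fold column is on the log2 scale, within 0.001 for all 28 unigenes of File S8, and the 6 with a value above 10 have 0 dark reads, so that each value rests on 0.001 RPKM in place of 0. On the linear scale the ratios of 7 upregulated unigenes with a dark read exceed 10-fold, and so do the exact lower bounds of 2 without one. The lower ends of the intervals of the 7 run from 3.73-fold to 26.2-fold, and most lie below 10-fold. The paper gives the photolyase Unigene7340 as elevated by nearly 2 folds, which matches its log2 ratio of 1.82 here, while its linear ratio is 3.54-fold.

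The paper sets a minimum length of 500 bp for differentially expressed unigenes. Of the listed ones, 6 in File S8, 5 in File S9 and 4 in File S11 are shorter. For Unigene16063, named after its values were seen, and Unigene22061, File S4 gives lengths of 2107 and 3549 bp, and the deposited lists give 3549 and 2107 bp. The paper describes Unigene48767 as a homologue of DET1, the repressor of photomorphogenesis, while the match given in File S5 is a phosphoglycerate mutase named DET1 of yeast. The paper's methods name β-actin as the control of the quantitative PCR, and its legend to Figure 4 names the 18 S gene.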

Other observations

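Of the tests in this part, those on the GC trend and the last run of numbers as sources of the surplus of upregulated unigenes, and on the GC content of the photoreceptor list, were chosen only after the result was seen.

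More unigenes were upregulated than downregulated, 66.8% of those differentially expressed. Other scalings removed most of the surplus, with 54.8% up under TMM factors and 49.1% under median-of-ratios size factors. Both factors centre the ratios of most unigenes, so that a balance of directions largely follows from them, and whether scaling by total reads is the source or BL raised more transcripts than it lowered cannot be told apart. The GC trend was tested as the whole source and was not enough, as 59.4% were up after its removal. Nor were the unigenes of the last run of numbers, as 63.1% were up outside it. Among unigenes numbered below the first without a read in a library, 57.8% were up, against 90.5% between the runs and 98.1% in the last run.

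The photoreceptor list stood above 99.9% of random lists matched on RPKM. A candidate explanation is its GC content, with a median of 59.9% against 52.3% over all unigenes. When random lists were matched on RPKM and GC content, it stood above 81.8% of them, and the median of such random lists was 1.74 on the log2 scale against 2.05 for the list. The median of the list lies within the middle 95% of the medians of the random lists, 1.08 to 2.38. A response of BL receptor genes to BL was not tested here apart from this, because the same libraries carry both. Outside the libraries, the paper reports higher levels of BL receptor transcripts by quantitative PCR, which was not examined here.

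The photoreceptor unigenes of File S4 stand in part among the late numbers. Of the 43, 23 are numbered up to 41148, the end of the first run, and 13 of these were upregulated, with a median log2 ratio of 1.54 over the 23. The other 20 are numbered later, and 14 of them were upregulated. Of all unigenes of at least 500 bp, 4462 of 18724 were upregulated up to that number and 3295 of 4439 after it.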
